A study of Saccharomyces cerevisiae with 12 samples. Its data were reported in "Dynamic sumoylation of promoter-bound general transcription factors facilitates transcription by RNA polymerase II" (2021).

How the data were processed

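Chromatin immunoprecipitation with an antibody against Smt3, the yeast SUMO protein, had been followed by sequencing (SUMO ChIP-seq) in budding yeast. The strains were W303a, called WT, and ubc9-6, a strain with a mutation in the SUMO-conjugating enzyme Ubc9 that lowers its activity. Cultures grew at 30 °C, and the heat-shocked cultures were moved to 37 °C for 12 min. The series has 12 samples, of which 6 are SUMO immunoprecipitates and 6 are their inputs. Each of the 3 groups (WT untreated, ubc9-6 untreated and WT heat shock) has 2 replicates. The 6 immunoprecipitates each come with a peak list, and the inputs enter only through the peak calling.

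The authors aligned the reads to sacCer3 with Bowtie2 2.3.5 and called narrow peaks with MACS 2.1.1.20160309 for each immunoprecipitate against its own input at a q-value limit of 0.05. Replicates were not pooled. The deposited lists hold the start, end and summit of each peak. They also hold the fold enrichment at the summit, a linear ratio over the local background that the authors' peak caller computed with a pseudocount of 1. The deposited p-value and q-value of each peak are on the −log10 scale. These scores belong to single peaks of one list, so fold enrichment and q-value served only to describe, rank or filter peaks within a list. How reads with several equally good positions were placed is not stated in the descriptions used here, so regions in repeats (the rDNA array, chromosome ends, near-identical tRNA genes and paralogous genes) are uncertain in their exact position.

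Groups came from the sample titles, and each list was tied to the sample whose description names it. The content of the lists gave reason to doubt that tie for the ubc9-6 untreated and WT heat shock lists, as the report shows at the heat-shock genes. The labels were kept as given, and the text speaks of lists "labelled ubc9-6" and "labelled heat shock" throughout. Any direction read from these lists rests on labels that may be exchanged.

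Within each group, peaks of both replicates that overlapped by 1 bp or more were merged, and merged regions with a peak from both replicates were kept as consensus regions. The summit of a region was that of its member peak with the best q-value. A WT untreated region was called retained in another group when a consensus region of that group overlapped it by 1 bp or more, and a region of that group was called gained when no WT untreated region overlapped it. Each summit was placed in a class with the RefSeq annotation of the same assembly. The classes, in order of priority, were a tRNA gene within 250 bp, a ribosomal protein gene (RPG) with the summit from 800 bp upstream to 100 bp downstream of its start codon, another noncoding gene within 250 bp, another protein-coding gene (non-RPG) with the summit from 500 bp upstream to 200 bp downstream of its start codon, and other. The annotation holds 275 nuclear and 24 mitochondrial tRNA genes, 137 RPGs, 139 other noncoding genes and 5884 non-RPGs. RPP1, a subunit of RNase P, was counted as a non-RPG.

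Shares are given with Wilson 95% intervals. Overlaps and class counts were set against 1000 circular shifts of a list along each chromosome (one-sided), for which the smallest possible p is 0.001. Retention of 2 classes was compared by Fisher's exact test (two-sided), with odds ratios after adding 0.5 to each cell and 95% intervals from the log odds. Retention of the same regions in both labelled groups was compared by the exact McNemar test. Distances from summit to start codon were compared by a permutation test of the difference of medians (two-sided, 100000 resamples, smallest possible p 1e-05), with a bootstrap 95% interval. Under the alternatives this test used 2000 resamples (smallest possible p 0.0005). The Rap1 motif (ACACCCRYACAYM, at most 2 mismatches) and the TATA element (TATAWAWR, no mismatch) were sought on both strands within 50 bp of each summit. Benjamini-Hochberg adjustment ran over the 6 odds ratios. These tests compare peaks or regions of these lists, which are not replicates of a condition. Comparisons of 2 libraries with 2 libraries cannot give an exact p below 0.333.

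The lists state no library depth. Depth was recovered from the deposited fold enrichment and p-value of each peak, which together fix the number of fragments at the summit and the expected background under the Poisson test of the peak caller. Of all 3486 peaks, 3451 (99.0%) gave a summit count within 0.05 of a whole number, as unscaled fragment counts should. The 5th percentile of the background over nuclear peaks of a list served as its genome background. Intervals and counting errors cover counting only, and no count test was run on these numbers.

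The functions were tested on simulated data. With 600 true shared regions, the consensus step found 100% of them, in a mean of 582.2 consensus regions, since neighbouring regions merge. Where the true retention was 60%, the mean estimate was 60.7%. The fragment counts of 500 simulated summits were recovered in 100% of cases. Of 500 Fisher tests without an effect, 3% had a p under 0.05, and of 200 permutation tests without an effect, 4.5% did. All planted Rap1 motifs were found (100% of 200), against 1% of random sequences.

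The genes named in the text followed a rule written before the data were examined. It took 18 genes of interest to the study whatever their values, the 5 regions of each group with the best mean rank by q-value over both replicates, and the genes of a list of 40 heat-shock genes with a promoter region in exactly 1 of the 3 groups, up to 10 in alphabetical order. Both gene lists were written from general knowledge and from the study's text before the data were examined. The alternatives were an overlap of 50% of both intervals, summits within 100 bp, peaks with a −log10 q-value of 10 or more, the 302 best peaks of every list (the length of the shortest), each library left out in turn, a peak in either replicate as enough, replicate number as a block, windows of 500 bp around tRNA and noncoding genes, the class of the nearest gene, motifs within 150 bp, Rap1 with at most 1 mismatch, and promoter windows from 800 bp upstream to 100 bp downstream. A fold enrichment of 2 or more (for all results) and leaving out mitochondrial peaks (for the overlap of replicates) were chosen after seeing the data. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.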

Results

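SUMO-bound chromatin was profiled by ChIP-seq in WT yeast (W303a) in normal growth, in the sumoylation-deficient ubc9-6 strain in normal growth, and in WT cells after a heat shock at 37 °C for 12 min, with 2 replicates per group. Peaks had been called by the authors for each library against its own input, and the positions, fold enrichments and q-values given here are those of their lists, in coordinates of sacCer3. The WT untreated lists held 714 and 842 SUMO peaks in replicates 1 and 2. The lists labelled ubc9-6 held 600 and 709 peaks, and those labelled heat shock held 302 and 319. The peaks covered 3.40% and 4.59% of the genome in WT untreated, 3.28% and 4.09% in the lists labelled ubc9-6, and 1.21% and 1.33% in the lists labelled heat shock. Median peak widths ranged from 454 bp to 602 bp.

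The genome background recovered from the lists was 117 and 124 fragments per base in WT untreated, 125 and 140 in the lists labelled ubc9-6, and 114 and 115 in the lists labelled heat shock. The highest of these was 1.23 times the lowest. Median summits held from 582 to 732 fragments, which gives a counting error of 3.70% to 4.15% for a typical summit. The lowest summits held 152 to 177 fragments. The number of peaks was 778 ± 90.5 (SD, n = 2) in WT untreated, 654.5 ± 77.1 (n = 2) in the lists labelled ubc9-6 and 310.5 ± 12.0 (n = 2) in the lists labelled heat shock. The spread between replicates was far smaller than the gap between WT untreated and the lists labelled heat shock. It was close to the gap between WT untreated and the lists labelled ubc9-6, whose ranges almost met. An exact permutation test (two-sided) gave p = 0.333 for each comparison, the smallest p that 2 libraries against 2 allow.

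**Figure D1:**
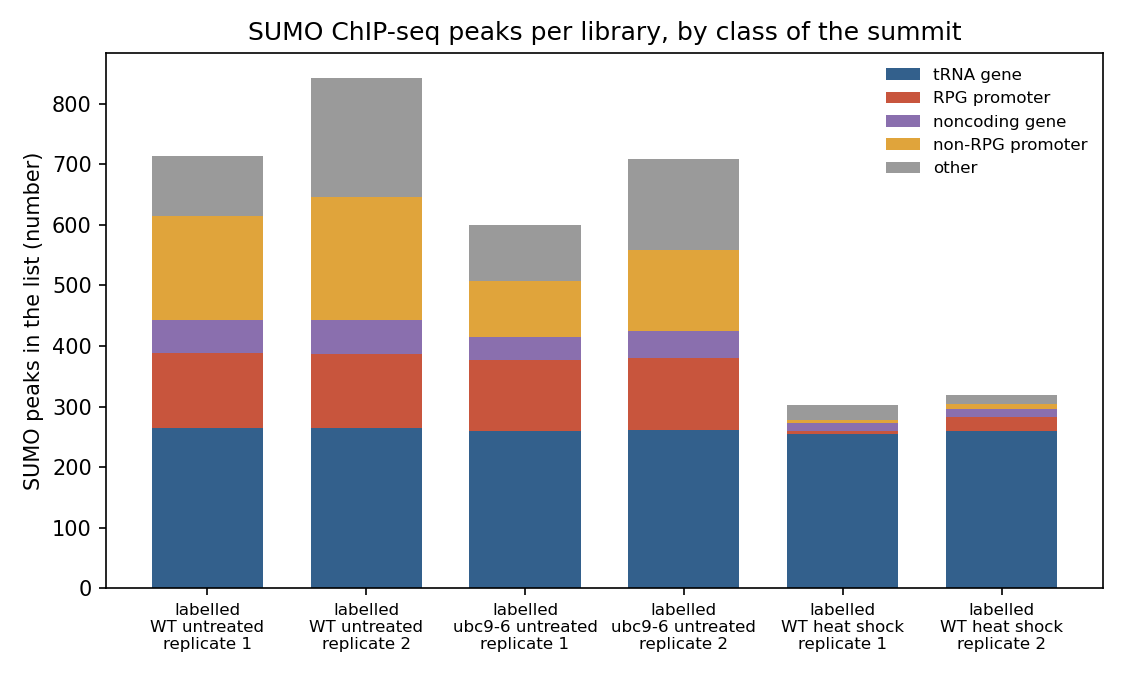
Number of SUMO peaks in each of the 6 deposited lists (vertical axis), with bars split by the class of the annotated feature at the peak summit. Peaks at tRNA genes number 254 to 265 in every list, while peaks at RPG promoters number 118 to 124 in the lists labelled WT untreated and ubc9-6 and 5 and 22 in those labelled heat shock.

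Replicate lists were compared to see how far the peak calls could be relied on. In WT untreated, 95.9% of the 714 peaks of replicate 1 (Wilson 95% interval 94.2% to 97.2%) overlapped a peak of replicate 2, and 78.6% of the 842 peaks of replicate 2 (75.7% to 81.3%) overlapped a peak of replicate 1. The shares were 98.5% (97.2% to 99.2%) and 82.1% (79.1% to 84.7%) in the lists labelled ubc9-6, and in those labelled heat shock they were 91.1% (87.3% to 93.8%) and 85.9% (81.6% to 89.3%). Circular shifts gave mean shares of 2.42% to 8.66%, and none of 1000 shifts reached the observed share in any list (one-sided permutation p = 0.001, the smallest they can give). Peaks without a partner were the weak ones. In WT untreated replicate 2, the 180 peaks without a partner had a median −log10 q-value of 8.51, against 742 for the others. Requiring an overlap of 50% of both intervals moved the share of WT untreated replicate 1 most, to 86.1%.

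Merging gave 661 consensus regions in WT untreated, 580 in the lists labelled ubc9-6 and 274 in the lists labelled heat shock. Taking only the 302 best peaks of each list moved the counts of WT untreated and of the lists labelled ubc9-6 most, to 281 and 289 regions, since it caps every list at the length of the shortest. The count of the lists labelled heat shock moved most without their replicate 1, to 319.

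The gene classes of the WT untreated regions were examined because the study asked which genes carry promoter-bound SUMO. Of the 661 regions, 264 (39.9%, 36.3% to 43.7%) had their summit at a tRNA gene, 138 (20.9%, 18.0% to 24.1%) at a non-RPG promoter, 122 (18.5%, 15.7% to 21.6%) at an RPG promoter and 51 (7.72%, 5.92% to 10.003%) at another noncoding gene. The other 86 regions (13.0%, 10.7% to 15.8%) fell in no class. Chance placement gave means of 8.95 tRNA, 6.53 RPG and 6.48 noncoding regions, so these classes held 29.5, 18.7 and 7.87 times as many regions as chance (one-sided permutation p = 0.001 each, the smallest possible). The same test gave chance means of 180.1 non-RPG regions and 459.0 regions in no class, above the observed 138 and 86 (one-sided permutation p = 0.001 each). These counts come last in the order of classes and were lowered by the regions that the earlier classes took. They show neither depletion nor a lack of enrichment. Non-RPG windows held 27.1% of the genome and the space in no class 69.5%, yet non-RPG regions outnumbered those in no class. That comparison was not tested. Regions covered 269 of 275 nuclear tRNA genes (97.8%) and 126 of 137 RPGs (92.0%). As a ratio, the 302 best peaks of each list moved the non-RPG count most, to 3 regions. As a difference, the class of the nearest annotated gene moved it most, to 295, and gave 52 RPG regions. The regions in no class numbered 196 without replicate 1 of WT untreated and 41 with a fold enrichment of 2 or more. They numbered 2 with the 302 best peaks of each list and 0 with the class of the nearest gene.

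Peaks of the classes also differed in their rank within a list. In WT untreated, RPG peaks had median fold enrichments of 10.1 and 20.04 in replicates 1 and 2, and tRNA peaks had 8.17 and 11.3. The medians for non-RPG peaks were 2.02 and 2.12. By q-value, the median RPG peak stood at percentile 81.2 of the list of replicate 1 and percentile 90.4 of that of replicate 2, while the median non-RPG peak stood at percentiles 21.6 and 28.0.

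The best-ranked WT untreated region spanned the rDNA array on chromosome XII (451437 to 468915), with fold enrichments of 4.25 and 6.25. It was followed by regions at the promoters of RPL22B (YFL034C-A, chromosome VI, 64694 to 65554, fold 25.5 and 51.6) and RPL2B (YIL018W, chromosome IX, 315988 to 316938, fold 29.5 and 55.5), at the tRNA gene YNCH0015W (chromosome VIII, 466608 to 467358, fold 30.5 and 44.6) and at the promoter of RPL23B (YER117W, chromosome V, 396048 to 396864, fold 25.4 and 47.7). The 5 best regions of the lists labelled ubc9-6 were the rDNA array (fold enrichments of 4.72 and 5.55) and the promoters of RPL22B (21.0 and 27.9), RPL2B (20.3 and 25.3), RPS24A (YER074W, chromosome V, 305723 to 306444, fold 18.3 and 24.0) and RPL23B (17.7 and 24.97). All 5 best regions of the lists labelled heat shock were at tRNA genes. These were YNCJ0008W (chromosome X, 233568 to 234230, fold 24.2 and 39.3), SUF4 (YNCG0035W, chromosome VII, 779227 to 780013, fold 18.8 and 28.7), YNCK0005C (chromosome XI, 140764 to 141435, fold 19.97 and 24.2), YNCE0027C (chromosome V, 487130 to 487777, fold 18.4 and 26.7) and YNCH0015W (16.8 and 23.5).

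The position of SUMO along promoters was compared between RPGs and non-RPGs, a question the study raised for the proteins that carry the modification. RPG summits lay at a median of -332 bp from the start codon (quartiles -391 bp and -254.5 bp, 122 regions), and non-RPG summits at -163.5 bp (quartiles -281 bp and -72.5 bp, 138 regions). The difference of medians was -168.5 bp (bootstrap 95% interval -213 bp to -120.0 bp, permutation test, two-sided, p = 1e-05, the smallest possible). It was -185 bp in replicate 1 and -164 bp in replicate 2 taken alone, each with the same p. RPG windows reached farther upstream than non-RPG windows, which adds to this difference. With the class of the nearest gene the difference was -219.5 bp (permutation p = 0.0095). With the 302 best peaks of each list only 3 non-RPG regions were left, and the difference of -83.0 bp had a permutation p of 0.208.

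**Figure D2:**
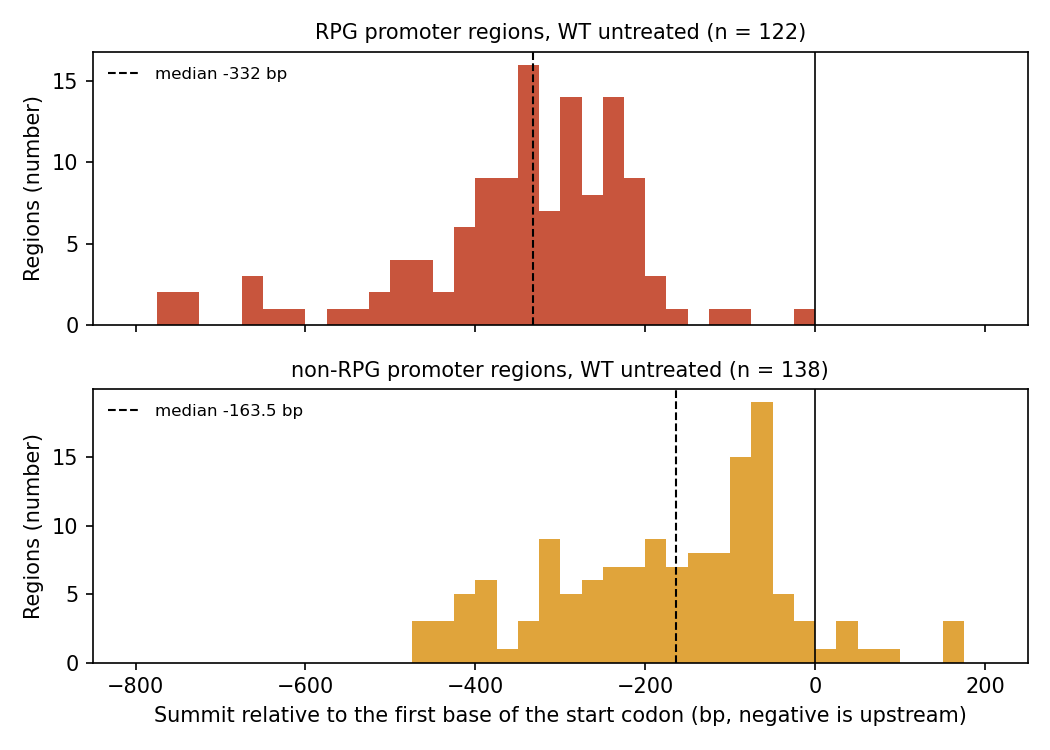
Distance in bp from the summit of each WT untreated consensus region to the start codon of its gene, for 122 RPG regions (upper panel) and 138 non-RPG regions (lower panel), bars count regions in bins of 25 bp, dashed lines mark the medians. RPG summits centre on -332 bp and non-RPG summits on -163.5 bp.

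The sequence under the summits was searched for the Rap1 motif, the site of a transcription factor of RPGs, and for the TATA element. The Rap1 motif lay within 50 bp of the summit at 86 of 122 RPG regions (70.5%, 61.9% to 77.9%) and at 14 of 138 non-RPG regions (10.1%, 6.14% to 16.3%). Random positions in the same promoter windows gave 7.84% for RPGs and 1.56% for non-RPGs. The odds ratio was 20.3 (95% interval 10.4 to 39.7, Fisher's exact test, two-sided, p = 8.11e-25, adjusted 1.22e-24). The TATA element lay near the summit at 27 non-RPG regions (19.6%, 13.8% to 27.0%) and at 11 RPG regions (9.02%, 5.11% to 15.4%), against 9.94% and 7.05% at random positions. The odds ratio was 2.39 (1.14 to 4.995, Fisher's exact test, two-sided, p = 0.0215, adjusted 0.0258). It was 2.06 without replicate 1 and 4.21 without replicate 2 of WT untreated. Both odds ratios moved most with the 302 best peaks of each list, which left 3 non-RPG regions, to 2.06 for Rap1 (Fisher's exact p = 0.540) and 5.82 for TATA (Fisher's exact p = 0.266). Within 150 bp of the summit, the TATA element lay at 86 non-RPG regions (62.3%, 54.0% to 69.97%) and at 29 RPG regions (23.8%, 17.1% to 32.1%), with an odds ratio of 5.22 (Fisher's exact p = 3.06e-10), and the Rap1 odds ratio was 13.0 (Fisher's exact p = 2.88e-20). With peaks of fold enrichment 2 or more, a limit chosen after the data were seen, the TATA odds ratio was 1.70 and no longer past 0.05 (Fisher's exact p = 0.251).

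Among the genes singled out before the data were examined, all 3 RPGs had strong regions in WT untreated. At RPS20 (YHL015W, chromosome VIII, 75412 to 75777), the summit lay at -244 bp and -246 bp from the start codon, with fold enrichments of 15.9 and 27.5 and with 1900 and 3789 fragments in replicates 1 and 2. Its fold enrichments were 9.22 and 12.4 in the lists labelled ubc9-6. Of the lists labelled heat shock, that of replicate 2 alone had a peak at RPS20, with a fold enrichment of 1.60 at rank 300 of 319. RPL1B (chromosome VII, 254641 to 255294) had fold enrichments of 15.9 and 30.8 in WT untreated and 11.4 and 14.6 in the lists labelled ubc9-6, and 1 peak of 1.53 in replicate 2 of those labelled heat shock. RPL41A (chromosome IV, 130407 to 130484) had 17.1 and 34.1 in WT untreated, 11.6 and 15.9 in the lists labelled ubc9-6 and no peak in those labelled heat shock.

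Of the 14 non-RPGs singled out, 11 had a WT untreated region in their promoter window and none had a peak in either list labelled heat shock. The strongest were PDC1 (chromosome XII, 232390 to 234081, fold enrichments of 6.74 and 8.47), CCW12 (chromosome XII, 369697 to 370098, fold 6.94 and 6.69), TDH3 (chromosome VII, 882812 to 883810, fold 6.95 and 6.44) and CDC19 (chromosome I, 71786 to 73288, fold 4.77 and 4.14). The lists labelled ubc9-6 gave these genes 2.91 and 3.24, 2.60 and 3.53, 5.08 and 6.29, and 2.07 and 2.42. ADH1, PGK1 and ACT1 had regions in WT untreated and in the lists labelled ubc9-6. PMA1 and ENO1 had a peak in only 1 list labelled ubc9-6, replicate 1 for PMA1 and replicate 2 for ENO1. ALD6 and YHB1 had none there. The WT untreated regions of ALD6 (1.36 and 1.55) and ACT1 (1.66 and 1.52) were among the weakest called. GCN4, LYS20 and TDH1 had no summit in their windows in any of the 6 lists. The nearest WT untreated summits to GCN4 and LYS20 lay farther upstream, 900 bp and 555 bp from the start codon. With the promoter window from 800 bp upstream to 100 bp downstream, LYS20 had a region in 2 groups. The study shows SUMO peaks at GCN4 and LYS20 and reports none at TDH1. SNR6 (chromosome XII, 366235 to 366346), the gene of the U6 spliceosomal RNA, had a region in all 3 groups, with fold enrichments of 12.3 and 13.9 in WT untreated, 6.48 and 7.003 in the lists labelled ubc9-6 and 2.60 and 3.95 in those labelled heat shock.

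The ubc9-6 strain addresses whether the SUMO signal depends on the conjugating enzyme. In the lists labelled ubc9-6, 546 of the 661 WT untreated regions were retained (82.6%, 79.5% to 85.3%), against a chance mean of 7.41% (one-sided permutation p = 0.001). Retained were 259 of 264 tRNA regions (98.1%, 95.6% to 99.2%), 118 of 122 RPG regions (96.7%, 91.9% to 98.7%), 34 of 51 noncoding regions (66.7%, 53.0% to 78.03%) and 75 of 138 non-RPG regions (54.3%, 46.0% to 62.4%). Retention records only that a peak was called. Median fold enrichments in these lists were 6.98 and 9.66 for RPG peaks, against 10.1 and 20.04 in WT untreated. For tRNA peaks they were 5.11 and 6.03, against 8.17 and 11.3. These differences between lists were not tested. RPG and tRNA regions did not differ detectably in retention (odds ratio 0.558, 95% interval 0.158 to 1.98, Fisher's exact test, two-sided, p = 0.472, adjusted 0.472). Non-RPG regions were retained less often than tRNA regions (odds ratio 0.0252, 0.0102 to 0.0625, Fisher's exact p = 1.23e-28, adjusted 2.45e-28). Without replicate 1 of WT untreated this odds ratio was 0.0135 and non-RPG retention 38.9%, and without replicate 1 labelled ubc9-6 non-RPG retention was 65.9%. The lost non-RPG regions were the lower-ranked ones in WT untreated, at a median percentile of 10.1 among the 661 regions, against 26.6 for the retained ones. Of 580 regions, 32 were gained, 12 at non-RPG promoters and 20 in no class. Of the 32, 16 had no peak in either WT untreated list. Without replicate 1 of the lists labelled ubc9-6, retention was 89.1% and 111 peaks were gained. Without replicate 1 of WT untreated, retention was 67.0% and 21 regions were gained. With the 302 best peaks of each list the RPG odds ratio rose above 1, to 4.07 (Fisher's exact p = 0.0663), and with the class of the nearest gene it was 0.152 and past 0.05 (Fisher's exact p = 0.00368).

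The heat shock addresses how SUMO on chromatin responds to stress. In the lists labelled heat shock, 262 of the 661 WT untreated regions were retained (39.6%, 35.98% to 43.4%), against a chance mean of 3.12% (one-sided permutation p = 0.001). Retained were 247 of 264 tRNA regions (93.6%, 89.9% to 95.9%), 6 of 122 RPG regions (4.92%, 2.27% to 10.3%), 4 of 51 noncoding regions (7.84%, 3.09% to 18.5%) and 1 of 138 non-RPG regions (0.725%, 0.128% to 3.99%). Median fold enrichments of tRNA peaks in these lists were 5.05 and 7.56, against 8.17 and 11.3 in WT untreated (not tested). The odds ratio against tRNA regions was 0.00395 for RPG regions (0.00156 to 0.00997, Fisher's exact p = 2.54e-71, adjusted 7.61e-71) and 0.000771 for non-RPG regions (0.000144 to 0.00414, Fisher's exact p = 5.24e-87, adjusted 3.14e-86). With a peak in either replicate as enough, retention was 45.8% and 23 RPG regions (18.9%) were retained, which replicate 2 decided. Of 274 regions, 6 were gained, and 4 of them had no peak in either WT untreated list. The number gained was 13 without replicate 1 and 30 without replicate 2 of the lists labelled heat shock. The 30 include the 24 mitochondrial peaks of replicate 1, which no other list had. The 302 best peaks of each list raised the retention to 66.2% and the gained regions to 78.

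The labelled groups were also compared on the same WT untreated regions. Of the 122 RPG regions, 112 were retained in the lists labelled ubc9-6 alone and 0 in those labelled heat shock alone (exact McNemar test, two-sided, p = 3.85e-34). Of the 138 non-RPG regions the counts were 74 and 0 (exact p = 1.06e-22), and of the 264 tRNA regions they were 13 and 1 (exact p = 0.00183).

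**Figure D3:**
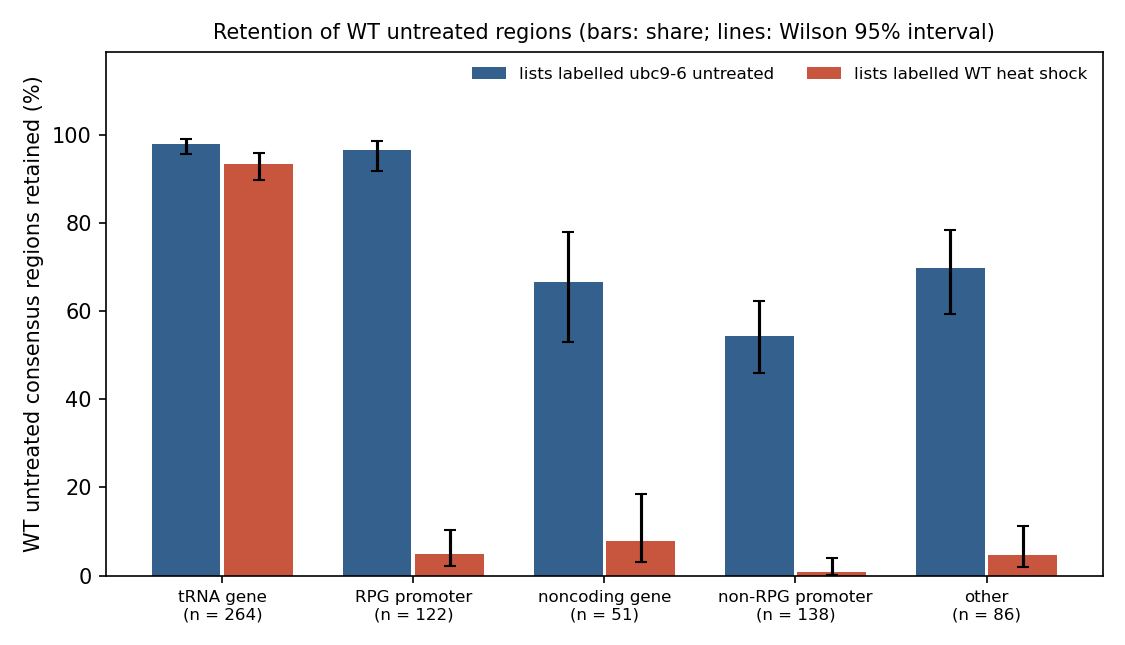
Percent of WT untreated consensus regions of each class retained in the lists labelled ubc9-6 untreated (blue) and WT heat shock (red), with Wilson 95% intervals as lines and the number of WT regions under each class. Retention of RPG regions is 96.7% in the lists labelled ubc9-6 and 4.92% in those labelled heat shock, while tRNA regions stand at 98.1% and 93.6%.

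The heat-shock genes served as a check of the treatment labels, with a list of 40 genes fixed before the data were examined. In WT untreated, 3 of the 40 (7.5%) had a region in their promoter window, against 381 of 5844 other non-RPGs (6.52%, odds ratio 1.34, Fisher's exact test, two-sided, p = 0.744). In the lists labelled ubc9-6, 12 of the 40 (30.0%) had one, against 295 of the 5844 others (5.05%, odds ratio 8.24, Fisher's exact p = 4.91e-07). In the lists labelled heat shock, 0 of the 40 had one, which allows a share of up to 7.5%, against 153 of the others (2.62%, odds ratio 0.458, Fisher's exact p = 0.627). These gene counts take regions of any class in a promoter window. Of the 274 regions in the lists labelled heat shock, 248 were classed as tRNA and 3 as non-RPG. Neither list labelled heat shock had a peak at any of the 40 promoters. Between WT untreated and the lists labelled ubc9-6, 10 genes of the list gained a promoter region and 1 lost it (exact McNemar test, two-sided, p = 0.0117). This rests on WT untreated replicate 2, since without that list 6 genes gained a region and 1 lost it. Every direction given here for ubc9-6 or for heat shock therefore depends on labels that this check leaves in doubt. The regions at these genes were weak. With a −log10 q-value of 10 or more, 9 of the 40 genes had a region in the lists labelled ubc9-6 (Fisher's exact p = 7.73e-05), and with the promoter window from 800 bp upstream to 100 bp downstream 12 had one (Fisher's exact p = 1.50e-05). Leaving out 1 of these lists gave 13 and 15 genes. With peaks of fold enrichment 2 or more, 3 of the 40 genes had a region in the lists labelled ubc9-6 (Fisher's exact p = 0.231), and with the 302 best peaks of each list none had (0 genes).

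The genes of the list with a region in exactly 1 group were, in alphabetical order up to the 10th, HSC82, HSP10, HSP104, HSP26, HSP78, HSP82, MBF1, SSA4 and SSC1, which had it in the lists labelled ubc9-6, and SSA2, which had it in WT untreated. Among these, fold enrichment in replicate 1 labelled ubc9-6 was highest at HSP82 (YPL240C, chromosome XVI, 96496 to 98625, fold 3.41 and 3.58). In replicate 2 labelled ubc9-6 it was highest at HSP26 (YBR072W, chromosome II, 382030 to 382674, fold 2.26 and 3.79). HSC82 (fold 2.31 and 2.35) stood above HSP26 in replicate 1. The lowest fold enrichments in both lists were those of HSP10 (YOR020C, chromosome XV, 370524 to 370844, fold 1.33 and 1.38). HSC82, HSP82, MBF1 and SSC1 each had a peak in WT untreated replicate 1 as well, with fold enrichments of 2.33, 1.92, 1.93 and 1.87, and none in replicate 2. Without replicate 2, the WT untreated count was 7 of the 40 genes.

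**Figure D4:**
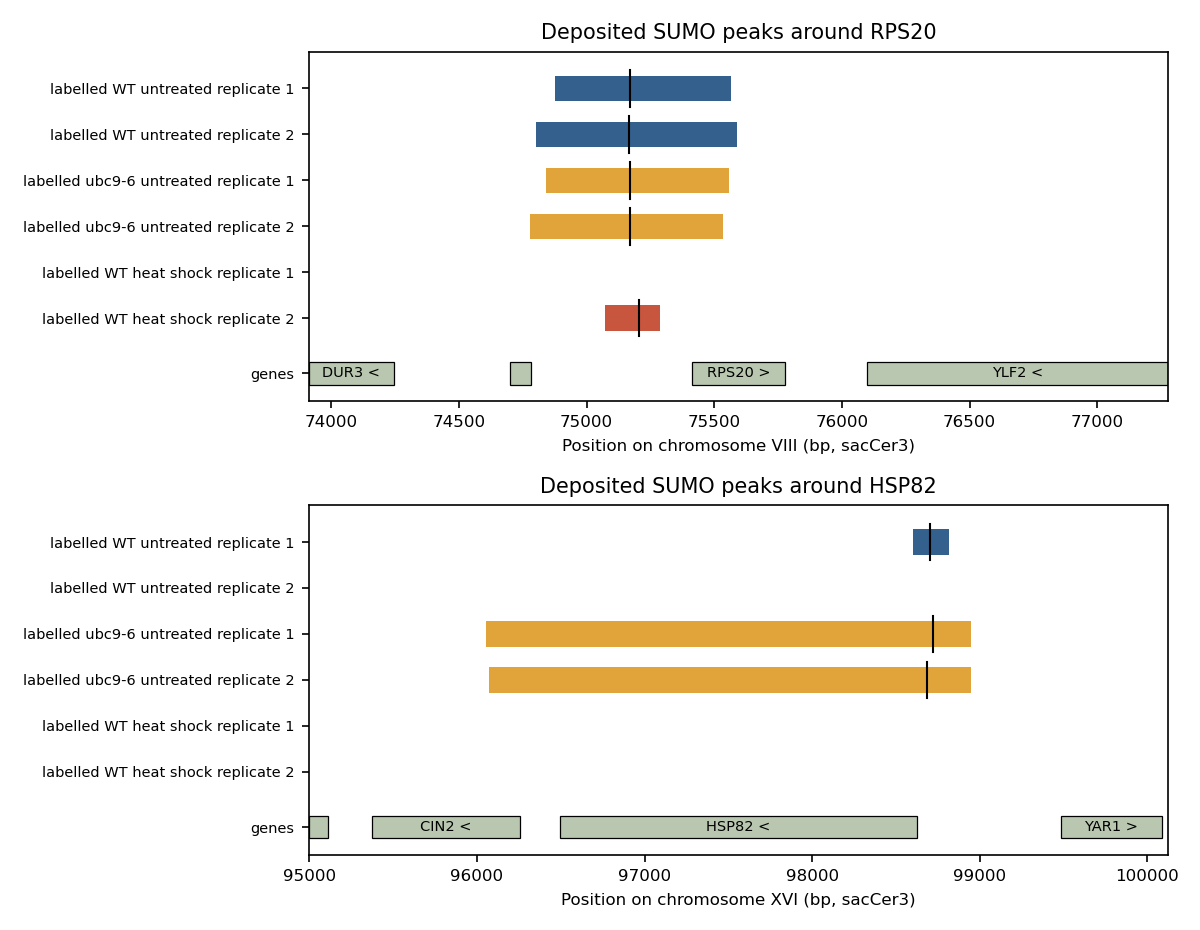
Deposited SUMO peaks (bars) and their summits (black lines) in the 6 lists around RPS20 on chromosome VIII and HSP82 on chromosome XVI, with positions in bp on the horizontal axis and annotated genes at the bottom (arrowheads give the strand). RPS20 has a peak in 5 lists, the weakest in replicate 2 labelled heat shock, and HSP82 has long peaks in both lists labelled ubc9-6, a short one in WT untreated replicate 1 and none in the lists labelled heat shock.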

Values the study reported

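The study reported a common set of 603 SUMO peaks from both SUMO ChIP-seq replicates of unmodified cells. It counted 147 SUMO peaks at non-RPGs, of which 14 aligned with known sites of Rap1. Of 118 RPGs with a SUMO peak, it found a Rap1-like motif in 113 sequences. A motif resembling the TATA box was present in 94 of 133 non-RPG peak sequences.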

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

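The odds ratios of RPG and non-RPG against tRNA retention in the lists labelled heat shock kept their direction under every alternative that was run on them and stayed past 0.05 wherever a test was run. No test was run where a library was left out. The numbers of WT untreated tRNA regions and of consensus regions of the lists labelled heat shock stayed within 1.5 times their main values throughout. Among the main results, 159 values under alternatives kept their call or stayed within their spread, 53 moved, 7 lost their side of the threshold, 1 came past it and 2 changed direction. Among the values for single classes and genes, 452 stayed and 80 moved. Unless a cause is given, the cause was not tested.

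With an overlap of 50% of both intervals, the replicate overlap fell to 86.1% and 73.0% in WT untreated and to 91.7% and 77.6% in the lists labelled ubc9-6. Retention in the latter was 79.0%, and 64 regions were gained there and 34 in the lists labelled heat shock. Non-RPG retention in the lists labelled ubc9-6 fell to 42.2%. In those labelled heat shock, RPG retention fell to 0.862% and tRNA retention to 88.5%. With summits within 100 bp, the overlap was 89.2% and 75.7% in WT untreated and 92.7% and 78.4% in the lists labelled ubc9-6, and 13 regions were gained in those labelled heat shock. Both rules are stricter by construction. With a −log10 q-value of 10 or more, the overlap rose to 84.0% for replicate 2 of WT untreated, 87.8% for replicate 2 labelled ubc9-6 and 89.5% for replicate 2 labelled heat shock. Under that limit 15 regions were gained in the lists labelled ubc9-6 and 2 in those labelled heat shock.

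The 302 best peaks of each list gave overlaps of 93.4% and 93.0% in WT untreated, 95.7% and 95.7% in the lists labelled ubc9-6 and 89.4% for replicate 2 labelled heat shock. Consensus regions numbered 281 in WT untreated and 289 in the lists labelled ubc9-6, with 3 WT untreated non-RPG regions. Retention was 95.02% in the lists labelled ubc9-6 and 66.2% in those labelled heat shock, with 21 and 78 regions gained. The RPG odds ratio for the lists labelled ubc9-6 changed direction, to 4.07 (Fisher's exact p = 0.0663). With only 3 non-RPG regions left by construction, these results were no longer past 0.05: the non-RPG odds ratio for the lists labelled ubc9-6 (0.478, Fisher's exact p = 1), the summit distance (-83.0 bp, permutation p = 0.208), the Rap1 motif (2.06, Fisher's exact p = 0.540) and the TATA element (5.82, Fisher's exact p = 0.266). The heat-shock genes with a region in the lists labelled ubc9-6 numbered 0.

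With a peak in either replicate as enough, retention was 89.7% in the lists labelled ubc9-6 and 45.8% in those labelled heat shock, and 16 regions were gained in the former. The class of the nearest gene gave 52 RPG and 295 non-RPG regions, since by construction it gives every region a class (0 in no class in place of 86) and counts an RPG region as non-RPG where another gene is nearer, and brought the RPG odds ratio for the lists labelled ubc9-6 past 0.05 (0.152, Fisher's exact p = 0.00368).

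A fold enrichment of 2 or more, chosen after seeing the data, gave overlaps of 86.1% for replicate 2 of WT untreated, 99.8% and 91.1% for the lists labelled ubc9-6 and 100% and 91.6% for those labelled heat shock. It left 73 non-RPG regions, and 10 regions were gained in the lists labelled ubc9-6 and 1 in those labelled heat shock, where retention was 46.3%. The RPG odds ratio for the lists labelled ubc9-6 changed direction, to 4.98 (Fisher's exact p = 0.329), and with the main value also not past 0.05 its direction is not settled. The TATA element (1.70, Fisher's exact p = 0.251) and the heat-shock genes in the lists labelled ubc9-6 (3 genes, Fisher's exact p = 0.231) were no longer past 0.05. Without mitochondrial peaks, also chosen after seeing the data, the overlap of replicate 1 labelled heat shock was 98.9%.

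Leaving out 1 library at a time, retention in the lists labelled ubc9-6 ranged from 67.0% to 89.1% and gained regions from 21 to 111, with 111 without replicate 1 labelled ubc9-6 and 21 without replicate 1 of WT untreated. Retention in the lists labelled heat shock ranged from 31.2% to 45.4% and gained regions from 5 to 30, with 30 without replicate 2 and 13 without replicate 1 of these lists. The non-RPG odds ratio ranged from 0.0135 to 0.0275 for the lists labelled ubc9-6, with 0.0135 without replicate 1 of WT untreated, and from 0.000524 to 0.00130 for those labelled heat shock, with 0.00130 without replicate 2 of these lists. RPG retention in the lists labelled heat shock was 18.9% and non-RPG retention 2.90% without their replicate 1, and the latter was 1.45% without their replicate 2. The TATA odds ratio ranged from 2.06 to 4.21, with 4.21 without replicate 2 of WT untreated. WT untreated regions in no class numbered 99 to 196, with 196 without replicate 1. The heat-shock genes with a WT untreated region ranged from 3 to 7, with 7 without replicate 2 of WT untreated. A group with 1 library left has its whole peak list in place of consensus regions, which raises such counts by construction.

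With the replicate number as a replicate block, the Mantel-Haenszel odds ratios were 0.364 for RPGs and 0.0159 for non-RPGs in the lists labelled ubc9-6, and 0.00361 and 0.000773 in those labelled heat shock, and no call changed. Region by region the numbers showed no pairing of the libraries. The differences between replicates 1 and 2 correlated at 0.0577, -0.00593 and -0.0119 between groups over 963 regions. Such a correlation cannot see a shift shared by whole libraries. Replicate 2 had more peaks than replicate 1 in every group (842 against 714, 709 against 600 and 319 against 302), so a shared replicate effect stays open.

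Of the 28 genes named by rule for single values, 21 changed in the groups that had a region with the 302 best peaks of each list, 11 with a fold enrichment of 2 or more, 9 with an overlap of 50% and 4 with a −log10 q-value of 10 or more.

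Depth limits what a missing peak means. With a background near 114 to 140 fragments per base, no summit under 152 fragments was called, so a list without a peak is not shown to be empty there. A region also counts as lost where 1 replicate has a peak and the other has none. With a peak in either replicate as enough, retention was 89.7% in place of 82.6% in the lists labelled ubc9-6 and 45.8% in place of 39.6% in those labelled heat shock.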

Other observations

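The tests of library depth, of an exchange of labels and of tRNA regions that stay called were set before the data were examined, and all other tests in this part were chosen only after the result was seen.

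The lists labelled heat shock had fewer peaks than those of the other groups. Library depth was tested against this. The recovered background differed by a factor of 1.23 between the deepest and the shallowest of the 6 libraries. With 302 peaks from every list, 6.67% of RPG regions were retained in the lists labelled heat shock, against 98.3% of tRNA regions. Both values argue against depth as the cause of the difference between classes.

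An exchange of the labels ubc9-6 untreated and WT heat shock was put forward before the data were examined, with the prediction that heat-shock gene promoters would carry regions in the lists labelled ubc9-6 and that RPG and non-RPG regions would be lost in those labelled heat shock. Both were seen, with 12 of 40 heat-shock genes in the lists labelled ubc9-6 and 0 in those labelled heat shock, so the lists may have been exchanged. If so, the loss of RPG and non-RPG regions described for heat shock would belong to ubc9-6. The regions at heat-shock genes were weak, and with a fold enrichment of 2 or more 3 of the 12 genes were left. The other reading takes the labels as correct, with heat-shock genes active in untreated ubc9-6 and SUMO lost from RPGs on heat shock. Retention of 96.7% of RPG regions in the lists labelled ubc9-6 restates the pattern, so it does not test that reading. The peaks hold no mark of genotype, such as the mutation itself, so the readings cannot be told apart from the peaks alone. Outside the peaks, the short codes in the names of the deposited lists, if read as strain and growth condition, also place these lists the other way round than their descriptions do. The study describes non-RPG peaks as nearly absent in ubc9-6, and some peaks, in particular those at tRNA genes, as stable there. The lists labelled ubc9-6 kept 75 of 138 non-RPG regions and those labelled heat shock 1 of 138. Regions at tRNA genes stayed in both (259 and 247 of 264). Set beside the study's description, the non-RPG values go with an exchange and argue against the labels as given. The study judged read profiles, while these are called regions.

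Regions at tRNA genes were called in every group. Preferential ChIP of highly transcribed loci, independent of SUMO, was weighed with the 93.6% of tRNA regions that stayed in the lists labelled heat shock. That share restates the pattern and decides nothing. Other loci taken as highly transcribed did not stay, with 4.92% of RPG regions retained and 0 of 10 glycolytic genes over 50% covered in these lists. Their transcription in these cultures was not examined here, so their loss does not test a signal that follows transcription. For tRNA genes such a signal and SUMO that persists there both stay open, since no library without the SUMO antigen was analysed here. Transcription by RNA polymerase III by itself predicted that regions at its other genes would stay too. Of 8 such regions 3 stayed (37.5%), fewer than the 247 of 264 tRNA regions (Fisher's exact p = 0.000105) and more than the 1 of 43 at other noncoding genes (Fisher's exact p = 0.00992). SNR6, SNR52 and RDN5-6 stayed, and RPR1, ZOD1, RDN5-4, RDN5-5 and RNA170 were lost, all named after their values were seen. RDN5-4, RDN5-5 and RDN5-6 are repeat copies, whose exact positions are uncertain. RNA170 was weak in WT untreated (fold enrichments of 1.75 and 1.98) and also had no region in the lists labelled ubc9-6. With few regions, some of them in repeats, the share of 37.5% argues only weakly against RNA polymerase III transcription as the whole cause.

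Non-RPG regions were lost in part in the lists labelled ubc9-6. Lost regions ranked 16.5 percentiles lower in WT untreated than retained ones (10.1 against 26.6, permutation p = 1e-05, the smallest possible), so a position near the calling threshold could explain part of this loss. Non-RPG retention was 46.4% with a −log10 q-value of 10 or more and 38.4% with a fold enrichment of 2 or more, against 54.3%. With the 302 best peaks of each list, 3 of 3 non-RPG regions were retained. Each limit sets a new threshold in all lists, so these values do not decide how large that part is. Among the lost regions, genes of the mating pathway stood out, with 6 of 7 lost against 57 of 131 others (Fisher's exact p = 0.0471). That list was drawn up after the lost genes were seen, so the p does not count as a test of it. Of 7 regions at daughter-specific genes 5 were lost (Fisher's exact p = 0.246). With 7 regions each, neither set is settled.

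Heat-shock genes in the lists labelled ubc9-6 carried regions that ran over the coding sequence, covering a median of 77.1% at the 12 genes, with 9 genes over 50% covered and 0 in WT untreated. Such cover was not particular to these lists, since at 10 glycolytic genes the median was 100% in WT untreated too, with 8 genes over 50% covered. These regions merge both replicates. At PDC1, PGK1, CDC19 and ADH1 the WT untreated promoter peak spanned the coding sequence in replicate 2 only, and at TDH3 in both. The WT untreated cover therefore rests in part on 1 library. The median of the glycolytic genes in the lists labelled ubc9-6 was 100% (heat-shock genes lower, difference -22.9 points, permutation p = 0.111). Preferential ChIP of highly transcribed coding sequences may therefore contribute in the lists labelled ubc9-6, and in WT untreated at glycolytic genes. In the lists labelled heat shock 0 glycolytic genes had over 50% of the coding sequence covered. That argues against a signal there that is the same in every library. Transcription in those cultures was not examined here, so a signal independent of SUMO that falls with transcription stays open.

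Of 32 annotated telomeres, 27 had a WT untreated region, against a mean of 7.27 and at most 14 after circular shifts (permutation p = 0.001, the smallest possible), which argues against chance placement. In the lists labelled heat shock 2 of 39 such regions were retained (5.13%), against 33 of 39 in those labelled ubc9-6, which argues against repeat mapping that gives the same regions in every library. The Rap1 motif lay at 9 of 39 of these summits and at 6 of the 52 regions in no class away from chromosome ends (Fisher's exact p = 0.163), so Rap1 as the source stays open. The 39 regions were taken whatever their class, so the sets differ in that as well.

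Replicate 1 labelled heat shock had 24 mitochondrial peaks and the other 5 lists had 0. Their highest fold enrichment was 1.47, and the background there was 1569 fragments per base, 13.8 times the nuclear one. They are consistent with a weak excess over a high mitochondrial background.

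Of the 6 WT untreated RPG regions retained in the lists labelled heat shock, 5 still had an RPG summit, at RPS11B, RPL27B, RPL23B, RPL22B and RPL2A, named after their values were seen. Fold enrichments ran from 1.67 to 3.45, and the nearest tRNA gene was 4763 bp away or more. The lowest of the 5 stood at percentile 96.5 of the WT untreated ranks, against a median of 87.9 for all RPG regions. The other retained region, at RPL26A (percentile 94.6), overlapped a region at the tRNA gene TRR4. Over all 6, the median rank was 11.7 percentiles above that of the 116 lost RPG regions (permutation p = 0.138), so residual signal at the highest-ranked RPGs stays open with this few regions.

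The TATA element lay within 50 bp of 19.6% of non-RPG summits here. That is lower than the value quoted from the study above. The search rules differ, since the study used longer sequences and a shorter motif. Within 150 bp the share here was 62.3%.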
